# Ets-1 Regulates Energy Metabolism in Cancer Cells

**DOI:** 10.1371/journal.pone.0013565

**Published:** 2010-10-22

**Authors:** Meghan L. Verschoor, Leigh A. Wilson, Chris P. Verschoor, Gurmit Singh

## Abstract

Cancer cells predominantly utilize glycolysis for ATP production even in the presence of abundant oxygen, an environment that would normally result in energy production through oxidative phosphorylation. Although the molecular mechanism for this metabolic switch to aerobic glycolysis has not been fully elucidated, it is likely that mitochondrial damage to the electron transport chain and the resulting increased production of reactive oxygen species are significant driving forces. In this study, we have investigated the role of the transcription factor Ets-1 in the regulation of mitochondrial function and metabolism. Ets-1 was over-expressed using a stably-incorporated tetracycline-inducible expression vector in the ovarian cancer cell line 2008, which does not express detectable basal levels of Ets-1 protein. Microarray analysis of the effects of Ets-1 over-expression in these ovarian cancer cells shows that Ets-1 up-regulates key enzymes involved in glycolysis and associated feeder pathways, fatty acid metabolism, and antioxidant defense. In contrast, Ets-1 down-regulates genes involved in the citric acid cycle, electron transport chain, and mitochondrial proteins. At the functional level, we have found that Ets-1 expression is directly correlated with cellular oxygen consumption whereby increased expression causes decreased oxygen consumption. Ets-1 over-expression also caused increased sensitivity to glycolytic inhibitors, as well as growth inhibition in a glucose-depleted culture environment. Collectively our findings demonstrate that Ets-1 is involved in the regulation of cellular metabolism and response to oxidative stress in ovarian cancer cells.

## Introduction

Over 50 years ago, Otto Warburg first proposed that mitochondrial injury that leads to depressed electron transport chain function and respiratory defects is an important step in the development and progression of carcinogenesis [1], [2]. Over the past two decades, many studies have shown that tumours preferentially use glycolysis for energy production over oxidative phosphorylation, a characteristic that has become a hallmark of tumour pathophysiology [3]–[5]. Known as the Warburg effect, cancer cells predominantly utilize glycolysis for ATP production even in the presence of abundant oxygen, an environment that would normally result in energy production through oxidative phosphorylation [2], [6]. Alterations in mitochondrial DNA correspond to increased production of ROS and impaired oxidative phosphorylation, resulting in decreased ATP production and increased glycolytic dependence [5], [7]. The increased production of reactive oxygen species, particularly H_2_O_2_, by cancer cells is likely the result of mitochondrial dysfunction, as mitochondria are considered to be the predominant cellular source of reactive oxygen species [8]. Four to five percent of the O_2_ consumed by oxidative phosphorylation in the mitochondria is normally converted to reactive oxygen species; therefore defects to the electron transport chain system in cancer cells would result in excessive reactive oxygen species formation [8]–[10]. Excessively produced, H_2_O_2_ can act as a signaling molecule by oxidizing cysteine molecules on proteins, activating several signaling pathways including MAPK, as well as several transcription factors including AP-1, p53, NF-κB, and Ets-1 [11]–[15].

Ets-1, a member of the Ets protein family of transcription factors, regulates the expression of a diverse set of proteins through its interaction with specific consensus sequences upstream of target genes [16]. The over-expression of Ets-1 has been associated with a multitude of different cancers, specifically with regards to tumour progression and invasion [16]–[19]. Additionally, over-expression of Ets-1 has also been associated with poor prognosis in breast [20], ovarian [21], and cervical carcinomas [22]. Traditionally, Ets-1 is thought to function as a transcriptional activator and its high expression in endothelial and stromal cells correlates with tumour cell invasiveness and unfavourable outcome in ovarian and breast cancer [23]–[25]. Our laboratory and that of others have highlighted the importance of Ets-1 in the regulation of different aspects of cancer cell behaviour, including extracellular matrix remodeling, invasion, angiogenesis [26], and drug resistance [27]. The link between Ets-1 and cancer invasiveness can potentially be explained by the list of known target genes regulated by this transcription factor. Several MMPs and integrin genes, as well as urokinase plasminogen activator (uPA), which are all known mediators of extracellular matrix degradation and cell migration, are known targets for Ets-1 [28]–[31]. Many genes crucial to angiogenesis and extracellular matrix remodeling, such as matrix metalloproteinases (MMP-1, MMP-3, MMP-9), uPA and Integrinβ3, are under the direct regulation of Ets-1 [26]. This transcription factor is thus considered to be an important mediator of cancer cell development and tumour progression.

In this study we have demonstrated that Ets-1 plays a role in the regulation of energy metabolism in ovarian cancer cells. Using high throughput genomic analysis, we have found that Ets-1 regulates, either directly or indirectly, several important genes involved in mitochondrial metabolic and antioxidant defense pathways in our Ets-1 over-expression ovarian cancer cell model. Functionally, we have shown that glycolysis, oxidative phosphorylation, and cellular respiratory systems are altered in response to changes in Ets-1 expression. Taken together, our findings indicate that Ets-1 is a key transcription factor involved in regulating metabolic and oxidative stress in cancer cells.

## Results

### Cancer cell model of Ets-1 gene expression

Ets-1 was over-expressed in 2008 ovarian cancer cells using a tetracycline-inducible system, generating 2008-Ets1 cells. Ets-1 protein expression in tetracycline-treated 2008 and 2008-Ets1 was examined via Western blotting (Figure 1). Ets-1 protein expression was not detectable in 2008 whole cell lysates, but was readily detected in the induced 2008-Ets1 lysate. Increased Ets-1 expression was found to be a specific effect as the protein levels of two similar Ets family members, Ets-2 and PEA3 were not altered in this model of Ets-1 over-expression (Figure 2).

**Figure 1:**
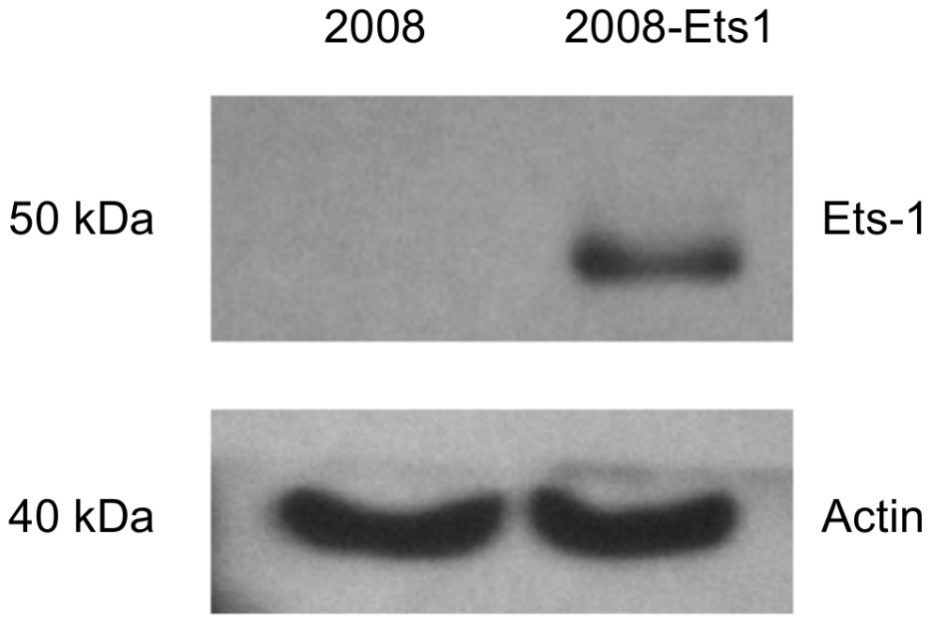
Generation of an ovarian cancer cell model for Ets-1 expression. 2008 ovarian cancer cells were stably transfected to over-express Ets-1 in a tetracycline inducible system. Protein expression of 2008 and 2008-Ets1 cells was measured via Western blot following induction with tetracycline (n = 3).

**Figure 2:**
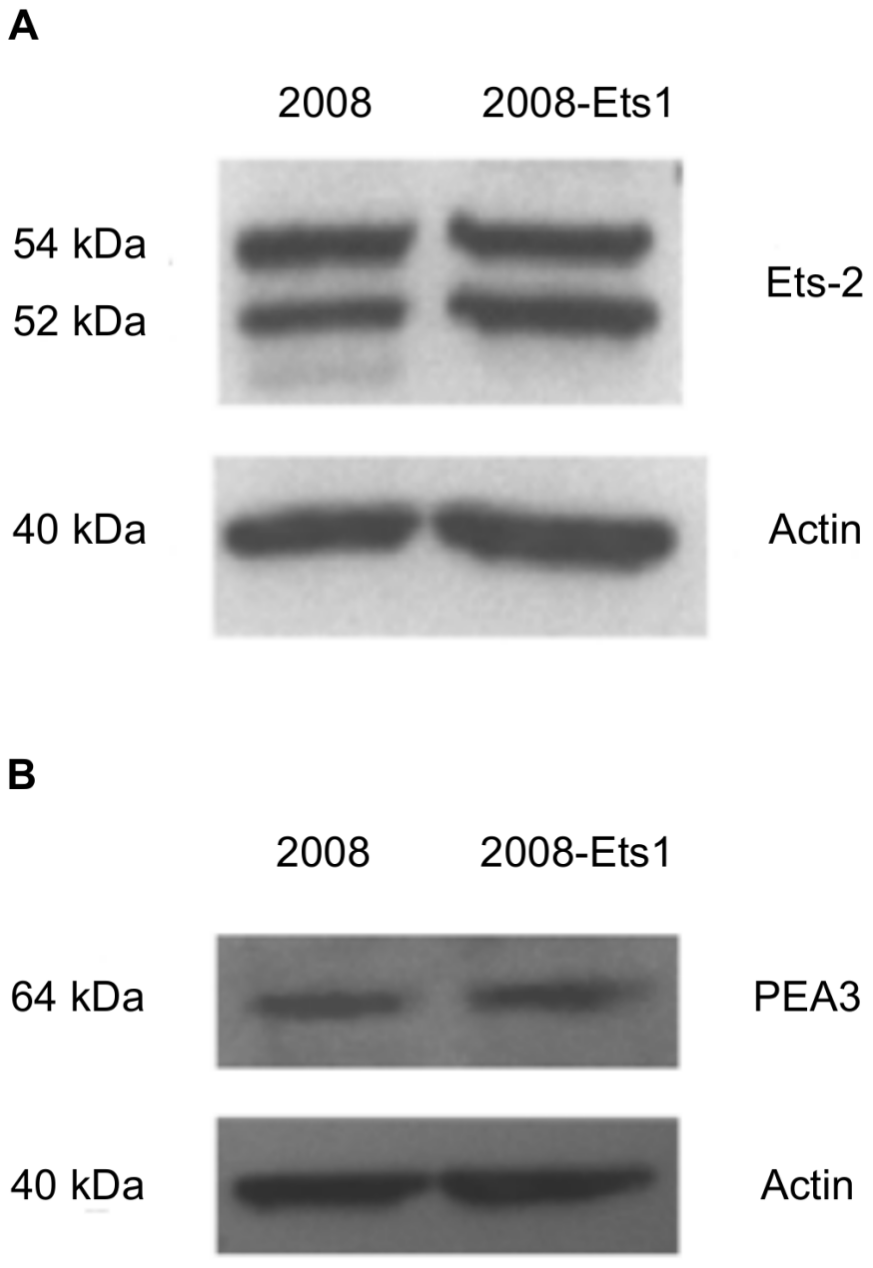
Ets-1 expression did not affect the expression of similar ETS family members. The protein expression of ETS family transcription factors (**A**) Ets-2 and (**B**) PEA3 were compared in 2008 and 2008-Ets1 ovarian cancer cells to determine the specificity of our Ets-1 expression model. Western blot analysis showed that neither of these transcription factors was affected by Ets-1 expression in 2008 cells.

### Ets-1 regulates metabolic gene expression

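RNA from the ovarian carcinoma cell line 2008 and from its derivative 2008-Ets1, a stable cell line that carries a tetracycline-inducible Ets-1 construct, was hybridized to Affymetrix Human Gene 1.0 ST arrays, with 3 arrays per cell line. Both cell lines had been treated with tetracycline at 2 µg/ml for 24 h, and 300 ng of total RNA was labelled per array. The medium held 10% fetal bovine serum and 2% penicillin/streptomycin by the paper's methods, or 1% by the sample labels. 2008-Ets1 cells were also kept in Zeocin, at 200 ng/ml by the paper's methods and 100 µg/ml by the sample labels, and 2008 cells were not. Neither an empty-vector line nor uninduced 2008-Ets1 cells are among these 6 arrays, so the expression of Ets-1, the Zeocin and the derivation of a stable line all enter the same comparison. The arrays of a cell line are described as independent replicates, without a statement that each came from its own culture, so the p-values measure only the spread between these arrays. The authors corrected the background and normalized the arrays with the robust multi-array average (RMA) algorithm in R 2.9.2, and deposited 1 linear intensity per probe set and array. The median intensity lay between 76.2 and 78.9 on the 6 arrays. Intensities were converted to log2, and the 50% of the 32321 probe sets with the lowest mean over the 6 arrays, an intensity of up to about 77.1, were removed after the paper's methods. The remaining 16160 probe sets were compared with limma, as 2008-Ets1 minus 2008, with Benjamini-Hochberg adjustment. The paper used the adjusted local pooled error test, of which an own implementation was run as an alternative. A single gene symbol was assigned to 19158 probe sets, several to 1388 and none to 11775, and a gene was represented by its probe set with the highest mean, which gave 11216 tested genes. Genes are said to have risen or fallen where the adjusted p was under 0.05. The number of arrays limits the precision. On simulated arrays with the spread of these 16160 probe sets, 75% of 100 genes changed by 1.45-fold and 100% of 100 genes changed by 2-fold were called. The adjustment depends on the number of calls, which was 186 there and 7135 on the real arrays. These shares therefore do not give the share of changes detected here.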

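ETS1 itself was 13.3-fold higher in 2008-Ets1 cells. Its intensity was 1462 ± 215 (SD, n = 3) in 2008-Ets1 cells and 110.4 ± 22.7 (SD, n = 3) in 2008 cells, a log2 fold change of 3.74 (standard error 0.16, adjusted p = 2.3e-06 from limma). At a fold change of at least 1.45 and an adjusted p of at most 0.001, 1158 probe sets were higher and 1117 were lower in 2008-Ets1 cells, 2275 in all, with 1894 gene symbols among them. With no minimum fold and an adjusted p under 0.05, 3615 probe sets rose and 3520 fell. The largest rises beside ETS1 were those of the drug efflux transporters ABCG2 (log2 fold change 3.96) and ABCC2 (3.68), the tetraspanin TSPAN7 (3.91), PLAC8 (3.58), the focal adhesion protein LPXN (3.40), the inositol phosphatase INPP5D (3.24), the lysosomal membrane protein LAPTM5 (3.24), the lysyl oxidase LOXL2 (3.22) and the Src family kinase FYN (3.21). The largest falls were those of the keratin KRT23 (-6.14), the prostaglandin dehydrogenase HPGD (-5.75), MPPED2 (-5.74), the connexin GJB6 (-4.93), SLFN11 (-4.73), GPNMB (-4.67), the glycosyltransferase GCNT3 (-4.64), NLRP2 (-4.51), the branched-chain aminotransferase BCAT1 (-4.47) and the RNA-binding protein IGF2BP3 (-4.45). These 20 genes were picked among those in which the 3 arrays of one cell line lay beyond the 3 of the other. That separation is therefore no evidence of its own. Their adjusted p was at most 2.3e-06 from limma, where the selection required less than 0.05. INPP5D and LAPTM5 are mostly known from blood cells, and of 4 tested leukocyte markers CD68 (1.80), CORO1A (1.90) and LCP1 (2.12) also rose. Over all 16 leukocyte markers analysed, with no filter, the median log2 fold change was 0.03, 3 rose and the list did not stand apart (camera adjusted p = 0.26). The 4 housekeeping genes of the paper's qRT-PCR, ACTB, B2M, GAPDH and POLR2A, had log2 fold changes between -0.05 and 0.02, none past the test with limma, at an unadjusted p under 0.05 or with the local pooled error test (0 of 4 each; camera adjusted p = 0.80). The count of 2275 fell to 1060 with no filter on low intensities and to 196 with the methods' t-test in place of limma. It was 1512, 1155 and 1443 without replicates 1, 2 and 3 of 2008 and 1112 without replicate 3 of 2008-Ets1.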

Microarray analysis of 2008 and 2008-Ets1 cells revealed that 3,131 genes of the 28,869 genes probed were up-regulated or down-regulated in response to Ets-1 over-expression by at least 1.45 fold (p≤0.001) (GEO database accession #GSE21129). For this study, we have chosen to report and examine changes in selected mRNAs whose functions are relevant to mitochondrial activity, cellular metabolism, and oxidative stress. Real time qRT-PCR validation was conducted using 10 target genes representing various fold change values, and results were normalized to 4 separate housekeeping genes. 

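Of the 10 genes measured by qRT-PCR, 8 were analysed here. GPX2, a glutathione peroxidase, was 8.45-fold higher in 2008-Ets1 cells, with an intensity of 3075 ± 140 (SD, n = 3) against 364.8 ± 34.7 (SD, n = 3) in 2008 cells and a log2 fold change of 3.08 (standard error 0.09, adjusted p = 3.1e-07 from limma). The nuclear receptor PPARG was 2.65-fold higher (log2 fold change 1.40, standard error 0.09, adjusted p = 1.4e-05 from limma) and the hexokinase HK1 1.69-fold higher (log2 fold change 0.76, standard error 0.07, adjusted p = 1.2e-04 from limma). Among the lower genes were the complex I subunit NDUFAB1, the pyruvate dehydrogenase subunit PDHA1 and cytochrome c1, CYC1. Their log2 fold changes were -1.16, -1.07 and -0.59, with adjusted p-values of 1.7e-05, 2.5e-05 and 0.0018 from limma, the last of them above 0.001. The collagenase MMP13 was 10.5-fold lower, with an intensity of 190.3 ± 5.25 (SD, n = 3) in 2008 cells and 18.4 ± 4.31 (SD, n = 3) in 2008-Ets1 cells. Its mean lay under the filter, and its log2 fold change of -3.39 had an adjusted p of 6.7e-05 from limma over all probe sets. Across the 8 genes, the array fold changes computed here and the paper's qRT-PCR fold changes, both as signed folds, had a Pearson's r of 0.98 (exact permutation test, two-sided, p = 2.2e-04) and a Spearman's rho of 0.90 (exact permutation test, p = 0.0046). On the log2 scale r was 0.99 (exact permutation test, p = 4.5e-04). Without ETS1 and MMP13, the genes farthest from the median, r was 0.99 (exact permutation test, p = 0.013) and rho 0.77 (exact permutation test, p = 0.10) as signed folds. Adjusted over the 4 relations computed, the p-values of r were at most 0.014 and those of rho at most 0.10. The relation is across genes, which are not independent replicates, and the 4 higher and 4 lower genes stand apart on both axes.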

Although both PPARG and SDHB gene expression in 2008-Ets1 cells were not significantly different from 2008 cells, the fold changes determined from real time qRT-PCR were associated with the microarray fold changes by a correlation coefficient of 0.99 (Table 1). Therefore, fold changes greater than 1.45 were deemed to be valid results and were included in this study.

**Table 1:** Real time qRT-PCR validation of microarray findings.

Gene name	Microarray fold change	Real time PCR fold change	Valid?
ETS1	12.70 ***	10.14 **	Y
GPX2	8.80 ***	9.95 ***	Y
PPARG	2.58 ***	2.07	N
G6PD	1.74 ***	1.91 *	Y
HK1	1.71 ***	2.18 **	Y
SDHB	−1.30 ***	−2.07	N
CYC1	−1.46 ***	−2.87 *	Y
PDHA	−2.05 ***	−1.99 *	Y
NDUFAB1	−2.23 ***	−2.76 ***	Y
MMP13	−11.00 ***	−11.26 ***	Y

Correlation Coefficient = 0.99; p≤0.05 = *, p≤0.01 = **, p≤0.001 = ***.

The expression of G6PD, PDHA, HK, and CYC were examined by Western blotting to determine whether the gene expression differences observed were also present at the protein level. We did not find any significant differences in protein expression between 2008 and 2008-Ets1 cells for any of the enzymes examined (data not shown).

### The glycolytic capability of cancer cells is regulated by Ets-1

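Of 17 tested genes of glycolysis, 6 were higher and 4 were lower in 2008-Ets1 cells, and 7 did not pass the test. The counts were 6 and 4 when adjusted over the list alone as well, and 6 and 2 after subtraction of the median fold change of the 25 nearest tested genes on either side. The aldolase ALDOC rose most (log2 fold change 1.35, standard error 0.08, adjusted p = 1.2e-05 from limma), followed by the enolase ENO2 (1.31, standard error 0.08, adjusted p = 1.1e-05 from limma) and HK1. ALDOC had an intensity of 1007.0 ± 64.1 (SD, n = 3) in 2008-Ets1 cells and 395.9 ± 23.2 (SD, n = 3) in 2008 cells, and ENO2 of 257.7 ± 20.5 and 103.7 ± 1.64. The phosphoglycerate kinase PGK1 fell (-0.53, standard error 0.07, adjusted p = 4.0e-04 from limma). After the subtraction the log2 fold change was -0.21 for PGK1 (adjusted p = 0.025), 1.55 for ALDOC and 1.31 for ENO2. The median of the list was -0.03 and its mean 0.18, and camera, a test of the list against all other genes, pointed up with an adjusted p of 0.78. Of the 19 genes in Table 2, 16 were analysed and 14 passed the filter, of which 13 rose and citrate synthase, CS, fell, each of them past a fold change of 1.45 and an adjusted p of 0.001. These genes were chosen by the study on these samples, so their direction is not independent evidence (camera adjusted p = 3.4e-07 at a preset correlation between genes, adjusted p = 0.47 with an estimated correlation). The remaining 2, the galactose mutarotase GALM (log2 fold change -1.68, adjusted p = 0.0013) and APOBEC3G (1.12, adjusted p = 0.018), lay under the filter and were tested with limma over all probe sets.

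**Figure D1:**
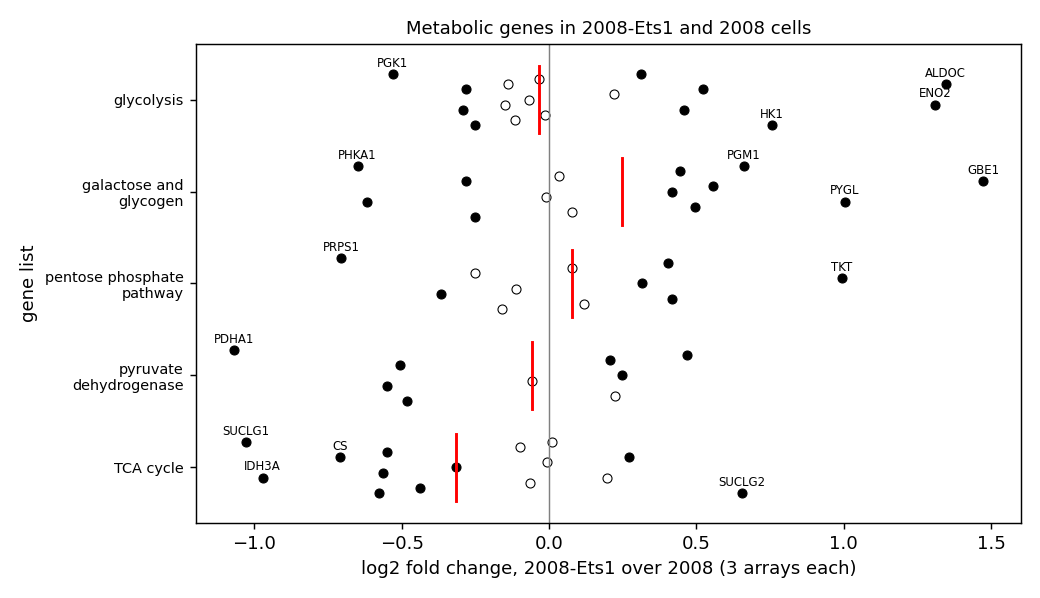
Log2 fold change of each tested gene of 5 metabolic lists, 2008-Ets1 over 2008, from 3 arrays each. Filled points have an adjusted p under 0.05 from limma, open points do not, and the red line is the median of the list. Glycolysis genes lie on both sides of 0, from PGK1 at -0.53 to ALDOC at 1.35, and 8 of 15 TCA cycle genes are filled points to the left of 0.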

Microarray analysis of 2008-Ets1 ovarian cancer cells revealed that Ets-1 is involved in the regulation of mitochondrial stress and dysfunction as metabolic genes, including those involved in glycolysis, glycolytic feeder pathways, the TCA cycle, and lipid metabolism (Table 2), and genes involved in antioxidant defense (Table 3) were altered in Ets-1 over-expressing cells. To evaluate whether cells with stable over-expression of Ets-1 favour glycolysis over oxidative phosphorylation for energy, as predicted by our microarray analysis, cells were grown in glucose-free media supplemented with the glycolytic inhibitor 2-DG, an analog of glucose. Cells were grown in the presence of varying amounts of 2-DG, and representative growth curves were generated for each cell line. The growth of cells in media containing 2-DG was inhibited to a greater extent in cells with a higher Ets-1 expression than in parental cells (Figure 3A). The 2-DG IC_50_ doses, or doses where 50% of the cells had stopped proliferating, were calculated from 4 independent experiments. Our results indicated that 2008-Ets1 cells induced with tetracycline were the most sensitive to 2-DG, with an IC_50_ of 0.75 mM, which was significantly lower than the parental 2008 cells, IC_50_ of 4.29 mM (p≤0.01). C13* cells, a cisplatin-resistant variant of 2008 cells, had an IC_50_ of 2.04 mM, which was also significantly lower than parental 2008 cells (p≤0.05). To discount any treatment effect, parental 2008 cells were treated with tetracycline, and showed no significant growth inhibition by 2-DG with an IC_50_ of 3.67 mM (data not shown). Growth of cells in normal or glucose-free media (supplemented with sodium pyruvate) was compared over 96 hrs, after which it was observed that the proliferation of cells with increased expression of Ets-1 was notably slower compared to parental 2008 cells (Figure 3B). Treatment with glucose-free media resulted in a decreased proliferation rate for all cells tested in comparison to normally supplemented media (data not shown).

**Figure 3:**
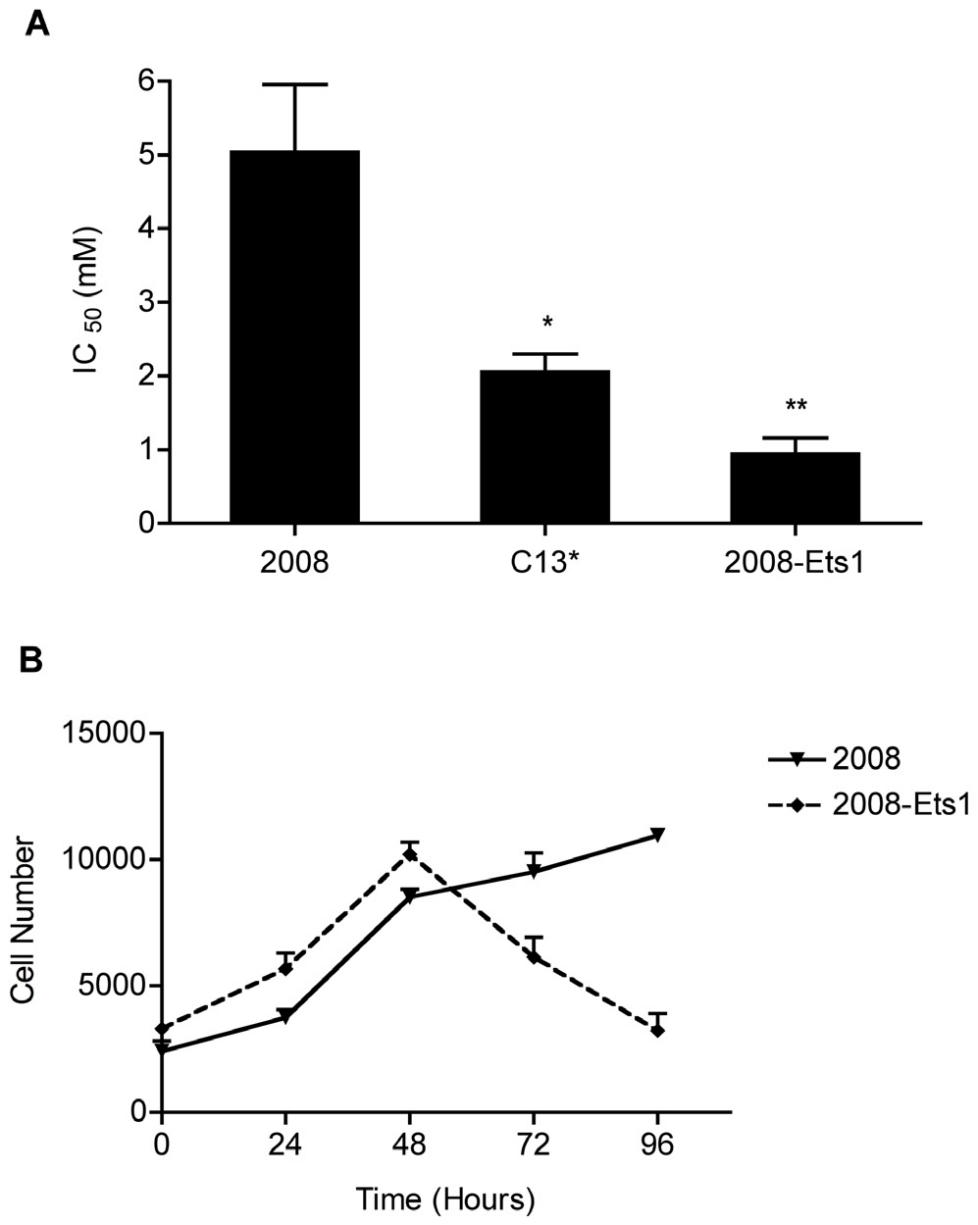
Glycolytic dependence of Ets-1-expressing ovarian cancer cells. (**A**) 2008, C13*, and 2008-Ets1 cells were treated with the glycolytic inhibitor 2-DG, and cellular growth was measured following 96 hours of incubation. 2008-Ets1 and C13* cells which express Ets-1 showed significantly decreased growth following glycolytic inhibition in 2008-Ets1 compared to parental 2008 cells (n = 4). (**B**) 2008 and 2008-Ets1 cells were grown in the absence of glucose, and proliferation assays were conducted at 24 hour intervals. 2008-Ets1 ovarian cancer cells expressing high levels of Ets-1 showed a decreased ability for growth in glucose-free culture medium, suggesting an increased reliance on glycolysis for energy (n = 3).

**Table 2:** Effect of Ets-1 over-expression on glycolysis, glycolytic feeder pathways, and lipid metabolism.

Pathway	Gene	GenBank ID	Gene name	Fold change
Glycolysis	Enolase 2	NM_001975	ENO2	+2.38 ***
	Hexokinase1	NM_033500	HK1	+1.71 ***
	Aldolase C, fructose-bisphosphate	NM_005165	ALDOC	+2.66 ***
	Phosphoglucomutase 1	NM_002633	PGM1	+1.59 ***
Galactose	UDP-galactose-4-epimerase	NM_000403	GALE	+1.57 ***
	Galactose mutarotase (aldose 1-epimerase)	NM_138801	GALM	−3.54 ***
Glycogen	Phosphorylase, glycogen, liver	NM_002863	PYGL	+2.00 ***
Citric acid cycle	Citrate synthase	NM_004077	CS	−1.63 ***
	Fumarate hydratase	NM_000143	FH	−1.48 ***
Pentose phosphate	Glucose-6-phosphate dehydrogenase	NM_000402	G6PD	+1.74 ***
	Phosphoglucomutase 1	NM_002633	PGM1	+1.59 ***
	Transketolase	NM_001135055	TKT	+2.07 ***
Lipid metabolism	Apolipoprotein B mRNA editing catalytic polypeptide-like 3G	NM_021822	APOBEC3G	+2.25 ***
	Fatty acid desaturase 1	NM_013402	FADS1	+6.47 ***
	Fatty acid desaturase 2	NM_004265	FADS2	+5.29 ***
	Fatty acid synthase	NM_004104	FASN	+1.61 ***
	Lysophosphatidylcholine acyltransferase 2	NM_017839	LPCAT2	+2.56 ***
	Phospholipase C, beta 3	NM_000932	PLCB3	+2.75 ***
	Prostaglandin-endoperoxide synthase 1	NM_000962	PTGS1	+3.88 ***
	Protein kinase, AMP-activated, beta 2	NM_005399	PRKAB2	+2.05 ***

p≤0.05 = *, p≤0.01 = **, p≤0.001 = ***.

**Table 3:** Effect of Ets-1 over-expression in oxidative stress.

Pathway	Gene	GenBank ID	Gene name	Fold change
Antioxidant defense	Glutathione peroxidase 1	NM_000581.2	GPX1	+1.98 ***
	Glutathione peroxidase 2	NM_005333	GPX2	+8.81 ***
	Glutathione peroxidase 3	NM_002084	GPX3	+4.19 ***
	Peroxiredoxin 5	NM_012094	PRDX5	+1.54 ***
ROS metabolism	Arachidonate 12-lipoxygenase	NM_000697	ALOX12	−1.81 **
	GTF2I repeat domain containing 2	NM_173537	GTF2IRD2	+1.92 ***
	GTF2I repeat domain containing 2B	NM_001003795	GTF2IRD2B	+2.19 ***
	Neutrophil cytosolic factor 2	NM_000433	NCF2	−2.24 ***
	Superoxide dismutase 2 (mitochondrial)	NM_001024465	SOD2	−1.49 ***
	ATX1 antioxidant protein 1	NM_004045	ATOX1	+1.53 ***
	Prion protein	NM_000311	PRNP	−1.60 ***
	Scavenger receptor class A, member 3	NM_016240	SCARA3	+1.48 **
	Selenoprotein P, plasma, 1	NM_005410	SEPP1	−2.04 ***
	Aldehyde oxidase 1	NM_001159	AOX1	+2.81 ***
	BCL2/adenovirus E1B interacting protein 3	NM_004052	BNIP3	+3.15 ***

p≤0.05 = *, p≤0.01 = **, p≤0.001 = ***.

### Ets-1 regulates cellular oxygen consumption in cancer cells

Our microarray analyses suggest that Ets-1 over-expression resulted in an overall down-regulation of genes that encode electron transport chain components, suggesting that these cell lines would likely display decreased O_2_ consumption (Table 4). This assumption was evaluated using high-resolution respirometry, where basal oxygen consumption was measured following the addition of cells to an oxygraph. 

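Of 71 tested subunit genes of complexes I to V, 31 were lower in 2008-Ets1 cells, 3 were higher and 37 did not pass the test. The same counts, 31 and 3, were obtained when adjusted over the list alone. The falls were mostly small. The median log2 fold change was -0.17, and 11 of the 31 lower genes were lower by at least 1.45-fold. The largest fall was that of NDUFAB1 and the next that of the complex IV subunit COX7B, whose intensity was 464.2 ± 34.3 (SD, n = 3) in 2008-Ets1 cells and 941.1 ± 80.7 (SD, n = 3) in 2008 cells (log2 fold change -1.02, standard error 0.09, adjusted p = 7.7e-05 from limma). Against all other tested genes the list was lower by camera at its preset correlation between genes (adjusted p = 3.3e-04), and not with an estimated correlation (adjusted p = 0.67). Averaged over the 71 genes, the log2 intensity was 9.65, 9.67 and 9.75 on the 2008 arrays and 9.53, 9.46 and 9.40 on the 2008-Ets1 arrays. Of the 15 genes in Table 4, which the study chose on these samples, 14 were analysed. All 14 fell, with log2 fold changes between -1.16 and -0.53, and 11 of them passed both a fold change of 1.45 and an adjusted p of 0.001. Having been chosen on these samples, they are not independent evidence of the direction (camera adjusted p = 7.2e-07, adjusted p = 0.47 with an estimated correlation). Among them, HCCS (log2 fold change -0.86), which attaches heme to cytochrome c, and CYCS (-0.65), cytochrome c itself, act beside the complexes. HCCS, NDUFA1, NDUFB11, COX7B and ATP6AP2 lie on the X chromosome, where the 329 tested genes had a median log2 fold change of -0.30. After subtraction of the median fold change of the 25 nearest tested genes on either side, COX7B (-0.70), HCCS (-0.63), NDUFB11 (-0.39) and ATP6AP2 (-0.37) still passed the test and NDUFA1 (-0.21, adjusted p = 0.17) did not. CYCS, which is not on the X chromosome, was then at -0.29 (adjusted p = 0.012). Of the 14 genes of Table 4, 11 were still lower. From the lower expression of these genes, the paper proposes that 2008-Ets1 cells would consume less oxygen.

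**Figure D2:**
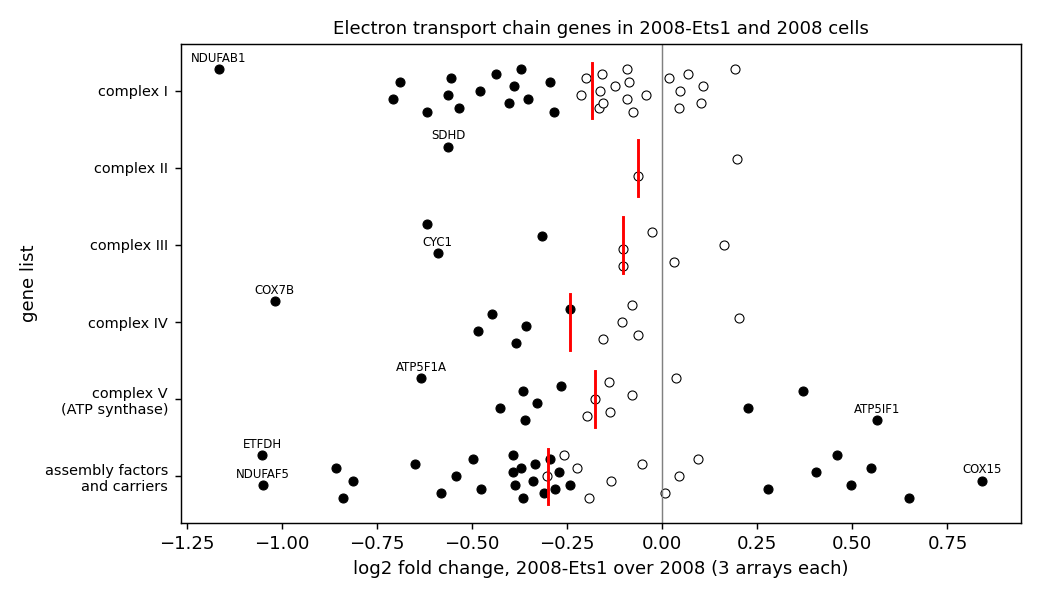
Log2 fold change of each tested gene of complexes I to V and of their assembly factors and carriers, 2008-Ets1 over 2008, from 3 arrays each. Filled points have an adjusted p under 0.05 from limma, open points do not, and the red line is the median of the list. No filled point of complexes I to IV lies to the right of 0, while complex V has 3 there.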

Basal oxygen consumption was significantly lower in induced 2008-Ets1 cells (26.23 pmoles O_2_/1×10^6^ cells/sec; p≤0.05) compared to 2008 cells (40.60 pmoles O_2_/1×10^6^ cells/sec, p≤0.05) (Figure 4). No significant tetracycline treatment effect on basal oxygen consumption was found following induction of 2008 cells, confirming that tetracycline did not affect oxygen consumption in our model (data not shown).

**Figure 4:**
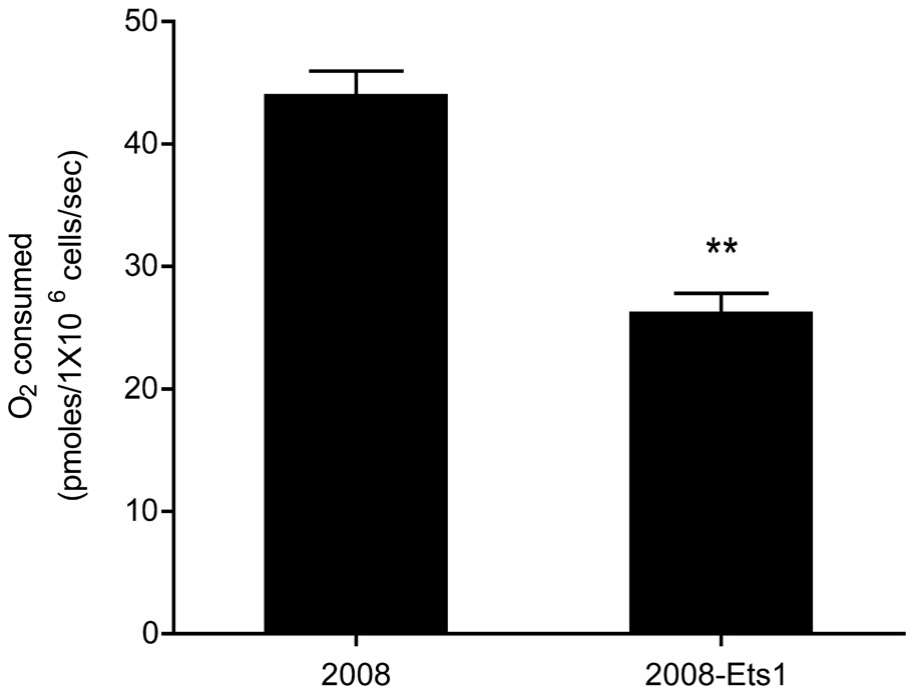
Effect of Ets-1 expression on oxygen consumption. Basal oxygen consumption was determined for 2008 and 2008-Ets1 ovarian cancer cells. Ets-1 expression was associated with a significant decrease in basal oxygen consumption suggesting a decreased reliance on oxidative phosphorylation in 2008-Ets1 cells.

**Table 4:** Effect of Ets-1 over-expression on the ETC.

Component	Gene	GenBank ID	Gene name	Fold change
Complex I	NADH dehydrogenase (ubiquinone) 1 α subcomplex 1	NM_004541	NDUFA1	−1.60 ***
	NADH dehydrogenase (ubiquinone) 1 α subcomplex 9	NM_005002	NDUFA9	−1.59 ***
	NADH dehydrogenase (ubiquinone) 1, α/β subcomplex 1	NM_005003	NDUFAB1	−2.23 ***
	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 5	NM_002492	NDUFB5	−1.50 ***
	NADH dehydrogenase (ubiquinone) 1 β subcomplex 11	NR_024234	NDUFB11	−1.48 ***
	NADH dehydrogenase (ubiquinone) 1 α subcomplex assembly factor 1	NM_016013	NDUFAF1	−1.71 ***
	NADH dehydrogenase (ubiquinone) Fe-S protein 4	NM_002495	NDUFS4	−1.58 ***
Complex III	Cytochrome *c*-1	NM_001916	CYC1	−1.46 ***
	Ubiquinol-cytochrome *c* reductase, Rieske iron-sulfur polypeptide 1	NM_006003	UQCRFS1	−1.50 ***
	Ubiquinol-cytochrome *c* reductase, complex III subunit VII	NM_014402	UQCRQ	−1.50 ***
Complex IV	Cytochrome *c* oxidase subunit 7b	NM_001866	COX7B	−2.08 ***
ATP Synthases	ATP synthase, H+ transporting, mitochondrial F1 complex, α subunit 1, cardiac muscle	NM_001001937	ATP5A1	−1.53 ***
	ATPase, H+ transporting, lysosomal accessory protein 2	NM_005765	ATP6AP2	−1.50 ***
Electron transport associated factors	Cytochrome *c*, somatic	NM_018947	CYCS	−1.51 ***
	Holocytochrome c synthase (cytochrome c heme-lyase)	NM_005333	HCCS	−1.76 ***

p≤0.05 = *, p≤0.01 = **, p≤0.001 = ***.

## Discussion

Mitochondrial reactive oxygen species activate several key signaling pathways involved in tumourigenesis and up-regulate the expression of important oncogenic transcription factors including Ets-1 [32]. We have previously shown that increased production of intracellular reactive oxygen species in C13* cells, a cisplatin-resistant variant of 2008 ovarian carcinoma cells, correlated with an increase in Ets-1 mRNA and protein expression [15], [33]. Subsequent treatment of these cells with H_2_O_2_ increased Ets-1 expression in a dose-dependent manner, suggesting that this transcription factor is highly responsive to tumour-derived signals.

Our previous analysis of the Ets-1 promoter led to the identification of an antioxidant response element (ARE) that proved to be pivotal in regulating the expression of Ets-1 under both basal and H_2_O_2_-induced conditions [15]. Traditionally, the functional importance of Ets-1 over-expression in cancer has been associated with the regulation of matrix-degrading proteases and angiogenic factors [26], [34]. However, our recent findings that mitochondrial reactive oxygen species potently affects Ets-1 expression at the transcriptional level [15] suggest that the importance of this transcription factor in cancer initiation and progression extends beyond angiogenesis and metastasis alone.

We hypothesized that Ets-1 may be involved in the regulation of mitochondrial metabolism in cancer cells because mitochondrial stress from both increased reactive oxygen species production and electron transport chain malfunction result in increased Ets-1 mRNA and protein [15]. In order to determine the functional importance of Ets-1 expression in cancer cell metabolism, we generated the tetracycline-inducible Ets-1 over-expressing ovarian cancer cell line 2008-Ets1. Parental 2008 cells do not express detectable levels of Ets-1 protein endogenously. To analyze the genomic consequences of Ets-1 over-expression in these ovarian cancer cells, we conducted a human gene microarray. Our findings indicate that Ets-1 is either directly or indirectly involved in regulating the expression of more than 3,000 of the over 28,000 human genes examined. Interestingly, our findings suggest that Ets-1 could act as a transcriptional repressor of more than half (1,665) of these genes in ovarian carcinoma cells.

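Of the 2275 probe sets past both thresholds, 49.1% were lower in 2008-Ets1 cells. The share was 49.3% among the 7135 probe sets with an adjusted p under 0.05. With 1 array left out at a time, the share at both thresholds lay between 45.2% and 55.3%. Among the genes with the largest falls were KRT23, with an intensity of 1668 ± 180 (SD, n = 3) in 2008 cells and 23.7 ± 3.10 (SD, n = 3) in 2008-Ets1 cells, and HPGD, with 2659 ± 211 and 49.5 ± 7.69. Among the largest rises, the intensities in 2008 and 2008-Ets1 cells were 56.9 ± 8.97 and 880.7 ± 49.6 for ABCG2 and 47.7 ± 3.21 and 504.7 ± 9.06 for LPXN.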

Although Ets-1 has been studied extensively in both physiological and pathological processes [17], it is rarely referred to as a transcriptional repressor. In the context of mitochondrial dysfunction and metabolism, Ets-1 was found to at least partially down-regulate several components of the electron transport chain. Complex I, the most prominent site for electron leakage leading to excessive reactive oxygen species production in the electron transport chain, is composed of 39 nuclear encoded subunit genes, of which Ets-1 down-regulates 11. 

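Of 34 complex I subunit genes tested, 15 fell in 2008-Ets1 cells, none rose at an adjusted p under 0.05 from limma and 19 did not pass the test. At an unadjusted p under 0.05, 1 was higher, and with the local pooled error test 0 were. The count of lower subunits was also 15 when adjusted over the list alone. Subunits lower by at least 1.45-fold numbered 6, and 5 of these had an adjusted p of at most 0.001. NDUFAB1, which is also the mitochondrial acyl carrier protein, fell most, from an intensity of 776.3 ± 26.5 (SD, n = 3) to 346.6 ± 23.9 (SD, n = 3). NDUFA1 (log2 fold change -0.71, standard error 0.13, adjusted p = 0.0027 from limma), NDUFA9 (-0.69, standard error 0.08, adjusted p = 2.8e-04), NDUFB11 (-0.62, standard error 0.08, adjusted p = 3.9e-04) and NDUFB5 (-0.56, standard error 0.07, adjusted p = 3.5e-04) followed. NDUFS4 had an adjusted p of 0.012 from limma (log2 fold change -0.53, standard error 0.13). A dimmer probe set of NDUFS4 had a log2 fold change of -0.28, with an adjusted p of 0.31 over all probe sets. The assembly factor NDUFAF1, which is not a subunit of the finished complex, fell as well (-0.81, standard error 0.10, adjusted p = 3.3e-04). The list was lower by camera at the preset correlation (adjusted p = 0.0025) and not with an estimated correlation (adjusted p = 0.67). After subtraction of the median fold change of the 25 nearest tested genes on either side, NDUFB5 (log2 fold change -0.06, adjusted p = 0.53), NDUFA1 (-0.21, adjusted p = 0.17) and NDUFS4 (-0.17, adjusted p = 0.25) no longer passed the test, and 17 subunits were lower. The number of subunits past both thresholds was 1 with no filter and 1 or 2 with any single array left out.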

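Of 8 complex III subunit genes tested, 3 fell in 2008-Ets1 cells, none rose at an adjusted p under 0.05 from limma and 5 did not pass the test, and the count of 3 was the same when adjusted over the list alone. At an unadjusted p under 0.05 and with the local pooled error test, 0 were higher. After subtraction of the median fold change of neighbouring genes, 5 were lower and 0 higher. UQCRQ had an intensity of 695.1 ± 55.7 (SD, n = 3) in 2008 cells and 452.7 ± 36.5 (SD, n = 3) in 2008-Ets1 cells (log2 fold change -0.62, standard error 0.09, adjusted p = 9.7e-04 from limma). CYC1, the subunit that carries heme c1, had 2270 ± 235 and 1506 ± 116. The core subunit UQCRC2 fell less (log2 fold change -0.32, standard error 0.07, adjusted p = 0.0082 from limma). As a list, complex III did not stand apart from other genes (median -0.10, camera adjusted p = 0.22). UQCRQ alone passed both the 1.45-fold and the 0.001 threshold, and none did with any single array left out.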

Another important site for electron leakage and reactive oxygen species production is Complex III, which is composed of 10 subunits, of which Ets-1 down-regulates 3. 

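Of 11 complex IV subunit genes tested, 6 fell in 2008-Ets1 cells and 5 did not pass the test, and none rose at an adjusted p under 0.05 from limma (0 at an unadjusted p under 0.05, 1 with the local pooled error test). With no filter, limma called 1 of 16 higher and 5 lower. Beside COX7B, the 6 falls included COX7C (log2 fold change -0.48), COX6B1 (-0.45) and COX5A (-0.38). Of 15 ATP synthase genes, 6 fell and 3 rose. The catalytic core subunits ATP5F1A (-0.63, standard error 0.06, adjusted p = 1.4e-04 from limma) and ATP5F1B (-0.43, standard error 0.07, adjusted p = 0.0012) were lower, while ATP5F1D (0.37) and ATP5IF1 (0.57), an inhibitor of the enzyme's ATP hydrolysis, were higher. Among 3 tested genes of complex II, SDHD fell (-0.56). After subtraction of the median fold change of neighbouring genes SDHD was at -0.25 (adjusted p = 0.021), and SDHA rose (0.24, adjusted p = 0.023). Of 38 assembly factors and carriers, 22 fell and 7 rose. The falls included the electron transfer flavoprotein dehydrogenase ETFDH (-1.05) and the assembly factor NDUFAF5 (-1.05), and the rises included the heme A synthase COX15 (0.84). Of 19 subunits of the vacuolar ATPase, a proton pump outside the mitochondria, 4 fell, among them ATP6V1C2 (-0.76) and ATP6AP2 (-0.62) of Table 4, and 6 rose, among them ATP6V1G1 (0.64) and ATP6V1D (0.54). After subtraction of the median fold change of the 25 nearest tested genes on either side, 2 fell and 4 rose (2 and 5 with no filter), and neither ATP6V1C2 (0.12, adjusted p = 0.32) nor ATP6V1G1 (0.11, adjusted p = 0.19) passed the test. The counts of lower genes were 6 for complex IV, 6 for ATP synthase, 1 for complex II, 23 for assembly factors and carriers and 5 for the vacuolar ATPase when adjusted over the list alone. By camera at the preset correlation, assembly factors and carriers (adjusted p = 0.0058) and complex IV (adjusted p = 0.041) were lower than other genes, ATP synthase (adjusted p = 0.17), complex II (adjusted p = 0.72) and the vacuolar ATPase (adjusted p = 0.78) were not, and with an estimated correlation none was (adjusted p = 0.67 for assembly factors and carriers and for complex IV). The complex IV call was also lost with no filter (adjusted p = 0.096), with the lowest 25% removed (0.14), with the local pooled error test (0.081), after a further quantile normalization (0.065) and without replicate 2 of 2008 (0.051), replicate 3 of 2008 (0.080) or replicate 3 of 2008-Ets1 (0.086), and that of assembly factors and carriers with the local pooled error test (0.052).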

Ets-1 also represses components of Complex IV, Complex V ATP synthases, as well as some electron transport associated factors. Taken together, these repressive functions suggest that Ets-1 is prominently involved in the decreased reliance on oxidative phosphorylation frequently associated with cancer cells. Consequently, genes encoding mitochondrial proteins involved in oxidative phosphorylation would be down-regulated, and cells would require alternate methods of ATP production including glycolysis and fatty acid oxidation. 

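Of 15 tested TCA cycle genes, 8 fell in 2008-Ets1 cells and 2 rose, and the counts were the same when adjusted over the list alone and 7 and 1 with no filter. SUCLG1, a subunit of succinate-CoA ligase, fell from an intensity of 909.0 ± 40.5 (SD, n = 3) to 445.7 ± 22.7 (SD, n = 3), a log2 fold change of -1.03 (standard error 0.07, adjusted p = 2.5e-05 from limma). IDH3A, of the NAD-dependent isocitrate dehydrogenase, fell by 0.97 on the log2 scale and CS by 0.71, with adjusted p-values of 2.7e-05 and 7.4e-05 from limma. SUCLG2, a partner subunit of SUCLG1, rose (0.65, standard error 0.11, adjusted p = 0.0024 from limma). Of 9 tested genes of the pyruvate dehydrogenase complex and its kinases and phosphatases, 4 fell, which were PDHA1, DLD (-0.55), PDHX (-0.51) and DLAT (-0.48), and 3 rose. With adjustment over the list alone, 4 fell and 4 rose. After subtraction of the median fold change of the 25 nearest tested genes on either side, 2 fell and 3 rose, and DLAT (-0.14, adjusted p = 0.12) and PDHX (-0.16, adjusted p = 0.13) no longer passed the test. With no filter, 4 fell and 1 rose. PDHA1 lies on the X chromosome, whose tested genes were lower as a group, and after the subtraction its log2 fold change was -0.84 (adjusted p = 7.7e-06), against -1.07 before. The TCA cycle list had a median log2 fold change of -0.32 and was lower by camera at the preset correlation (adjusted p = 0.041), not with an estimated correlation (adjusted p = 0.67), and not without replicate 1 of 2008 (0.057) or replicate 3 of 2008-Ets1 (0.055). The call was also lost when the arrays were quantile-normalized again (0.097), with the replicate number as a block (0.059) and after the same subtraction (0.075), and the pyruvate dehydrogenase list did not stand apart (median -0.06, camera adjusted p = 0.59).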

Given that components of almost every complex of the electron transport chain, several key enzymes of the TCA cycle, and ultimately the reducing equivalents needed for electron transport were similarly down-regulated, Ets-1 over-expressing cells appear to have a decreased capacity to generate ATP via oxidative phosphorylation at the gene expression level.

Cancer cells commonly have a decreased reliance on oxidative phosphorylation for energy generation, and they likewise have an increased dependence on glycolysis and fat metabolism for cellular energy [35]. 

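Of 14 tested genes of galactose and glycogen metabolism, 7 rose in 2008-Ets1 cells and 4 fell, also when adjusted over the list alone. The glycogen branching enzyme GBE1 rose from an intensity of 290.0 ± 23.9 (SD, n = 3) to 804.8 ± 63.6 (SD, n = 3), a log2 fold change of 1.47 (standard error 0.09, adjusted p = 1.3e-05 from limma). The glycogen phosphorylase PYGL (1.00) and the phosphoglucomutase PGM1 (0.66) rose with adjusted p-values of 1.4e-05 and 1.3e-04 from limma, and PHKA1 (-0.65), a regulatory subunit of phosphorylase kinase, fell. Of 11 tested genes of the pentose phosphate pathway, 4 rose and 2 fell, again the same when adjusted over the list alone, and 5 rose and 1 fell after subtraction of the median fold change of the 25 nearest tested genes on either side. Transketolase, TKT, rose (log2 fold change 0.99, standard error 0.07, adjusted p = 2.5e-05 from limma), PGD (0.42) and RBKS (0.40) rose less, and PRPS1 (-0.71), which makes phosphoribosyl pyrophosphate, fell. After the subtraction TKT was at 0.88, PGD at 0.35, RBKS at 0.64 and PRPS1 at -0.30, each still past the test. RBKS had an adjusted p of 0.053 with the local pooled error test. Neither list stood apart from other genes by camera (adjusted p = 0.27 for galactose and glycogen metabolism and 0.79 for the pentose phosphate pathway).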

In further support that Ets-1 is involved in the regulation of altered cancer metabolism, Ets-1 is associated with the increased expression of many genes involved in glycolysis, glycolytic feeder pathways, and the pentose phosphate pathway. Additionally, the expression of Ets-1 is also correlated with increases in the expression of many genes involved with lipid metabolism and biosynthesis. 

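Of 19 tested genes of fatty acid synthesis and desaturation, 12 rose in 2008-Ets1 cells and 2 fell, also when adjusted over the list alone. The desaturases FADS1 and FADS2 rose most, from an intensity of 138.9 ± 8.66 (SD, n = 3) to 894.2 ± 29.6 (SD, n = 3) and from 76.0 ± 2.50 to 397.3 ± 26.1. Their log2 fold changes were 2.69 and 2.38, with adjusted p-values of 2.9e-07 and 5.0e-07 from limma. The malic enzyme ME1, a source of NADPH, rose by 2.59-fold (log2 fold change 1.37) and the acyl-CoA synthetase ACSL1 by 2.41-fold (1.27). The median log2 fold change of the list was 0.55 over these 19 genes and 0.20 over all 25 analysed with no filter, and the list was higher by camera at the preset correlation (adjusted p = 0.0025) and not with an estimated correlation (adjusted p = 0.67). Of the other lipid genes in Table 2, the cyclooxygenase PTGS1 (1.97), the phospholipase PLCB3 (1.40), the acyltransferase LPCAT2 (1.38) and the AMP kinase subunit PRKAB2 (0.96) rose, with adjusted p-values between 9.5e-07 and 2.8e-04 from limma. Of 18 tested genes of fatty acid oxidation, 9 rose and 5 fell, also when adjusted over the list alone. PPARG and the dehydrogenase ACADM (0.64) were among the rises, and EHHADH (log2 fold change -0.63) and the coactivator PPARGC1B (2.01-fold lower) among the falls. After subtraction of the median fold change of the 25 nearest tested genes on either side, 8 rose and 3 fell, and EHHADH had a log2 fold change of -0.01 (adjusted p = 0.90). This list did not stand apart (median 0.22, camera adjusted p = 0.65).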

Taken together, these trends suggest that Ets-1 is an important transcriptional regulator not only in the catabolic, but also anabolic metabolic transitions of cancer cells that ultimately promote tumourigenesis [35].

It was almost half a century ago when the up-regulation of fatty acid synthase (FASN) was first described in cancer [36], which is now known to be over-expressed in the majority of cancers. Interestingly, Ets-1 was also found to be involved in the regulation of increased FASN gene expression in our ovarian cancer model. Thus, our gene expression findings suggest that Ets-1 is a key transcription factor involved in the metabolism of cancer cells, and particularly important in the metabolic shift towards glycolysis and anabolic means of energy production. 

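FASN had an intensity of 1857 ± 101 (SD, n = 3) in 2008-Ets1 cells and 1129 ± 69.1 (SD, n = 3) in 2008 cells. This 1.64-fold difference is a log2 fold change of 0.72 (standard error 0.08, adjusted p = 2.1e-04 from limma), and the 3 arrays of each cell line did not overlap.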

Although it is important to note that Ets-1-mediated metabolic regulation is likely achieved by a large consortium of different transcription factors, a more complex regulatory network of transcription factors influenced by mitochondrial dysfunction have yet to be elucidated. We have demonstrated that the over-expression of Ets-1 in our ovarian cancer model did not affect protein levels of two closely related ETS family members; however, it is possible that other ETS transcription factors from this very large family also influence cancer metabolism. Considering that these transcription factors recognize almost identical consensus sequences, the repetition of the experiments within this study following the over-expression of other ETS family members could yield similar results. In addition, such experiments would further characterize the potentially large transcriptional network involved in the specialized metabolism of cancer cells.

To determine the functional relevance of our genomic results, we have examined the glycolytic capability of our Ets-1 over-expression model. We have indirectly evaluated the oxidative phosphorylation capacity of these cells through treatment with the glycolytic inhibitor 2-DG. Ovarian C13* and induced 2008-Ets1 cells, which both express Ets-1, showed prominent growth inhibition in response to 2-DG, suggesting that these cells are more reliant on glycolysis for ATP production. Additionally, the Ets-1 over-expressing ovarian cancer cells displayed significantly decreased growth following glucose deprivation, further emphasizing their glycolytic reliance. The growth rate of all cell types in glucose-free media was decreased as compared to normally supplemented media, particularly after 48 hrs when a distinct divergence in cell growth was consistently observed, likely due to decreased glucose availability. Over-expression of Ets-1 potently exacerbated this divergence as the growth of induced 2008-Ets1 cells drastically decreased after 48 hrs. However at the protein level, we did not find any significant differences in the expression of glucose-6-phosphate dehydrogenase, pyruvate dehydrogenase, cytochrome *c*, or hexokinase, which are all enzymes involved in glycolysis or oxidative phosphorylation. Importantly, we did see repeatable and significant differences in glycolytic dependence associated with Ets-1 expression, and the lack of changes in protein expression could therefore be due to post-translational modifications mediated by Ets-1. For example, differences within the catalytic region of an enzyme would result in functional differences, but would not necessarily be detectable via Western blot, as this technique is dependent on the specific epitope targeted by the antibody used. Thus, we plan to examine the enzyme activity of these metabolic enzymes in future studies to determine if any differences exist between 2008 and 2008-Ets1 cells that could account for the functional differences we have demonstrated in this study.

The evaluation of O_2_ consumption of a population of cells is a functional evaluation of oxidative capacity, as it represents a good estimate of the rate at which electrons are passing along the electron transport chain and being reduced to H_2_O_2_. The polarographic system used in this study to measure O_2_ consumption includes sensors that yield a current proportional to the partial pressure of O_2_ in cell containing media by consuming O_2_ in a cathode half reaction, thus the signal responds exponentially to changes in O_2_ pressure within the sample. In the absence of specific complex substrates and ADP, thereby simulating respiration, the basal rate of O_2_ consumption can be measured. We have observed significant decreases in O_2_ consumption in cells with increased Ets-1 expression. Our results indicate that Ets-1 is directly involved in the regulation of cellular oxidative capacity, where Ets-1 over-expression led to significantly decreased O_2_ consumption, and Ets-1 down-regulated cells displayed a very prominent increase in O_2_ consumption. These results suggest that up-regulated Ets-1 expression promotes a decreased dependence on oxidative phosphorylation for energy, and provides further evidence towards the functional importance of Ets-1 in cancer cell metabolism.

High levels of oxidative stress are typically observed in the tumour microenvironment as a result of imbalances in antioxidant defense factors, and impaired DNA repair mechanisms [37]–[39]. In breast cancer cells lines, increased malignancy is associated with high levels of reactive oxygen species-producing superoxide dismutase activity, in combination with decreased levels of reactive oxygen species-detoxifying glutathione peroxidases and the H_2_O_2_-detoxifying enzyme catalase [40]. Similar antioxidant enzyme imbalances have been found in melanoma [41], as well as lung [42], prostate [43], and thyroid cancers [44]. 

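Of 5 tested glutathione peroxidase genes, 3 rose in 2008-Ets1 cells and 1 fell, also when adjusted over the list alone. Beside GPX2, GPX3 rose from an intensity of 58.5 ± 3.67 (SD, n = 3) to 249.6 ± 32.1 (SD, n = 3), a log2 fold change of 2.09 (standard error 0.10, adjusted p = 4.8e-06 from limma). GPX1 rose (log2 fold change 0.99, standard error 0.12, adjusted p = 4.1e-04 from limma) on its brighter probe set, while its dimmer probe set had a log2 fold change of 0.15 and an adjusted p of 0.49 over all probe sets. GPX8 fell (-0.34, adjusted p = 0.0098), but not after subtraction of the median fold change of the 25 nearest tested genes on either side (0.04, adjusted p = 0.72). The median of the list was 0.99 over these 5 genes and 0.19 over all 8 analysed with no filter, and camera gave an adjusted p of 0.070 (0.67 with an estimated correlation and 3.3e-06 with the local pooled error test). Of 12 tested peroxiredoxins, thioredoxins, dismutases and catalase, 6 rose and 3 fell, with thioredoxin, TXN, rising most (log2 fold change 0.97). Adjusted over the list alone, 6 rose and 4 fell. With no filter, 3 rose and 3 fell, and after the subtraction 1 rose and 2 fell. The list as a whole did not stand apart (median 0.07, camera adjusted p = 0.98). Of the 15 genes in Table 3, which the study chose on these samples, 11 were analysed and 8 passed the filter, of which 6 rose and 2 fell (camera adjusted p = 0.041, adjusted p = 0.67 with an estimated correlation, 0.096 with no filter and 0.14 with the methods' t-test). Their direction is not independent evidence. The mitophagy receptor BNIP3 (2.99-fold, standard error 0.09 on the log2 scale, adjusted p = 1.2e-05 from limma), the copper chaperone ATOX1 (0.55, adjusted p = 0.0013) and SCARA3 (0.54, adjusted p = 6.6e-04) were among the rises. The aldehyde oxidase AOX1, under the filter, had a log2 fold change of 1.41 and an adjusted p of 3.3e-04 from limma over all probe sets.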

Our microarray analysis determined that Ets-1 is a regulator of antioxidant gene expression in ovarian cancer cells, particularly glutathione peroxidases, which preferentially target H_2_O_2_ and lipid hydroperoxides for detoxification. This increased expression of antioxidants is in response to mitochondrial oxidative stress in the form of excessive reactive oxygen species production, and we have previously shown that Ets-1 gene expression increases in response to H_2_O_2_ [15]. However, it is important to note that Ets-1 also down-regulated genes encoding certain H_2_O_2_-detoxifying enzymes, suggesting that these cancer cells likely require and maintain a certain level of H_2_O_2_ to encourage the high growth rates inherent to tumour progression.

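Among genes that detoxify reactive oxygen species, PRDX4, SOD2 and catalase, CAT, fell in 2008-Ets1 cells. The peroxiredoxin PRDX4, which acts on H2O2, had a log2 fold change of -0.59 (standard error 0.07, adjusted p = 4.2e-04 from limma). CAT, which breaks down H2O2, fell from an intensity of 1067 ± 10.3 (SD, n = 3) to 798.2 ± 36.6 (SD, n = 3), a log2 fold change of -0.42 (standard error 0.07, adjusted p = 0.0015 from limma). After subtraction of the median fold change of the 25 nearest tested genes on either side it was -0.07 (adjusted p = 0.45), no longer past the test. SOD2, the mitochondrial dismutase that produces H2O2 from superoxide, fell by 0.55 on the log2 scale (standard error 0.07, adjusted p = 3.6e-04 from limma). Among the other lower genes of Table 3, PRNP had a log2 fold change of -0.68 (standard error 0.06, adjusted p = 9.3e-05 from limma). The lipoxygenase ALOX12 (-0.79, adjusted p = 0.0069) and the selenoprotein SELENOP (-1.13, adjusted p = 0.0016) lay under the filter and were tested with limma over all probe sets.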

A novel function for Ets-1 was elucidated in this study following genomic and functional analysis of an ovarian cancer Ets-1 expression model. To our knowledge, this is the first study to show a role for this transcription factor in metabolism. Numerous down-regulated genes were identified in Ets-1 over-expressing cells including those encoding several mitochondrial proteins involved in oxidative phosphorylation, as well as important metabolic enzymes that are responsible for the generation of required substrates of the electron transport chain. Functional assays confirmed that Ets-1 over-expressing cancer cells displayed reduced oxidative phosphorylation capabilities, as well as enhanced reliance on glycolysis for cellular energy. Additionally, Ets-1 was shown to be important in the regulation of cellular O_2_ consumption further suggesting a reduced usage of oxidative phosphorylation in cancer cells expressing Ets-1.

Therefore, damage to the mitochondria results in increased production of H_2_O_2_ and consequent up-regulation of Ets-1, which then participates in an active regulatory network that encourages reliance on glycolysis and lipid metabolism for cellular energy requirements. Thus, Ets-1 may be grouped with other transcription factors that have been observed to up-regulate the expression of mitochondrial proteins (NRFs) or genes involved in glycolysis (HIF-1) in response to specific stresses [45], [46]. In summary, our findings demonstrate a novel role for Ets-1 in the regulation of cellular metabolism in response to mitochondrial stress.

## Materials and Methods

### Cell culture

The human ovarian carcinoma cell lines, 2008 and C13*, were kindly provided by Dr. Paul Andrews (Georgetown University, Rockville MD) [33]. The 2008 and C13* cells were maintained in RPMI 1640 medium supplemented with 10% fetal bovine serum and 2% penicillin/streptomycin. The stable cell line 2008-Ets1 [27] was maintained in growth medium as described with the addition of 200 ng/ml of the selective antibiotic Zeocin. All cells were kept at 37°C in a humidified atmosphere of 5% CO_2_. Media and supplements were purchased from Invitrogen Life Technologies (Burlington, ON, Canada), and FBS from Fisher Scientific (Ottawa, ON, Canada). All reagents were purchased from Sigma (Oakville, ON, Canada).

### Protein isolation and Western blot analysis

Whole cell lysates were collected, 30 µg of protein were separated by 10% SDS-PAGE electrophoresis, transferred to nitrocellulose membrane (Amersham Biosciences, Baie D'Urfe, QC, Canada), and blocked for 1 hr in 5% skim milk TBS-T. Membranes were incubated overnight with primary antibody in 0.5% skim milk TBS-T. Following primary antibody incubation, membranes were washed and incubated for 1 hr with horseradish peroxidase-linked IgG secondary antibody (1∶10,000) (Santa Cruz Biotechnology Inc., Santa Cruz, CA). Proteins were detected using ECL chemiluminescence reagent (Amersham), and exposed to film. Antibodies against Ets-1 (1∶100), G6PD (1∶1000), and PDHA (1∶500) were from Abcam; antibodies against Ets-2 (1∶500), PEA3 (1∶100), and HK (1∶250) were from Santa Cruz Biotechnology; and the antibody against CYC (1∶250) was from BD Biosciences.

### RNA isolation and quantitative real-time PCR

Total RNA was isolated using Trizol reagent as indicated by the manufacturer (Invitrogen). RNA samples were DNase treated using Turbo DNA-free™ as per the manufacturer's directions (Ambion), and 3 ug of total cellular RNA was reverse-transcribed using poly-T primers and the Superscript III First Strand Synthesis System (Invitrogen). Quantitative real-time PCR was conducted using a DNA Engine® thermal cycler (Bio-Rad) and Platinum SYBR Green qPCR SuperMix UDG (Invitrogen) with primer sequences listed in Table 5. Target gene expression was normalized to the pooled gene expression values of β-actin (ACTB), B-2 macroglobulin (B2M), glyceraldehyde-3-phosphdate dehydrogenate (GAPDH), and RNA polymerase II (RPII) as housekeeping controls. Data was normalized to housekeeper gene expression and efficiency corrected using the ΔΔCt method of relative quantification, where statistical significance and standard error were determined from ΔCt values.

**Table 5:** Primer sequences used for real time qRT-PCR.

Gene name (acronym)	Forward primer (5′-3′)	Reverse primer (5′-3′)
β-actin (ACTB)	cctccctggagaagagctac	gatgtccacgtcacacttca
B-2 macroglobulin (B2M)	gctatccagcgtactccaaag	tcacacggcaggcatactc
Glyceraldehyde-3-phosphate dehydrogenase (GAPDH)	atcatcagcaatgcctcctg	ctgcttcaccaccttcttga
RNA polymerase II (RPII)	gaaacggtggacgtgcttat	tctccatgccatacttgcac
Cytochrome *c* 1 (CYC1)	ccaatgaagatccccacatg	ccaggaaagtaggggttgaagt
V-ets erythroblastosis virus E26 oncogene homolog 1 (ETS1)	tgtattttgcatccctggtt	aacgacatcgattcaggact
Glucose-6-phosphate dehydrogenase (G6PD)	tggaaccgggacaacatc	caacaccttgaccttctcatcac
Glutathione peroxidase 2 (GPX2)	cccctacccttatgatgacc	gttgatggttgggaaggtg
Hexokinase 1 (HK1)	ggcgtttccacaagactcta	cttggtgaggtggaaatgag
Matrix metallopeptidase 13 (MMP13)	cagtctttcttcggcttagagg	cagaggagttacatcggacca
NADH dehydrogenase 1, α/β subcomplex 1 (NDUFAB1)	cgtctcgtcgtcctttcagc	cctggatgccctctaacg
Pyruvate dehydrogenase α 1 (PDHA)	cacagaccatctcatcacagt	ggcagacctcatcttttcca
Peroxisome proliferator-activated receptor γ (PPARG)	cctattgacccagaaagcgatt	cattacggagagatccacgga
Succinate dehydrogenase complex, subunit B (SDHB)	atcttgttcccgatttgagc	gtctccgttccaccagtacg

### Microarray analysis

Total RNA was isolated from tetracycline-induced 2008 and 2008-Ets1 cells as described, purified using the RNeasy purification kit (Qiagen), and hybridized to the GeneChip® Human Gene 1.0 ST Array (28,869 human gene probes). RNA quality analysis via bioanalyzer, microarray preparation, hybridization, and detection were performed by The Centre for Applied Genomics, The Hospital for Sick Children, Toronto, Canada. All low-level analyses, calculation of differential expression, and statistical adjustments were computed using R version 2.9.2 [47]. Assessment of RNA quality post-hybridization, and low-level analysis were performed using the package ‘affy’ [48]. RNA degradation plots revealed little 5′ to 3′ bias and all arrays were within 1.35 standard deviations of the average slope. Background correction and normalization was performed using the robust multi-array average (RMA) algorithm. To reduce the number of differential expression tests downstream, thereby increasing overall power, 50% of the lowest normalized Log_2_ probe-set intensities were removed according to recommendations by Hackstadt and Hess (2009) [49]. Differential expression estimates were computed using the adjusted Local Pooled Error test in the package ‘LPEadj’ [50]. The Benjamini-Hochberg procedure for controlling false discovery rate (FDR) was applied to comparison-wise p-values using the package ‘multtest’. Reported q-values represent the minimum FDR at which a particular test can be considered significant. Fold change expression values of 10 random target genes of varying fold change magnitude were validated using real time PCR. Corresponding relative fold changes were determined using the ΔΔCT method of relative quantification, and correlation coefficients were calculated to determine the relationship between real time PCR and microarray findings.

### Glycolytic dependency assays

Cellular growth rate and the inhibition of proliferation were evaluated by assessing total cell numbers, where 2×10^3^ cells were plated onto 96-well tissue culture plates and allowed to adhere. Cells were treated with 2-deoxy-D-glucose (2-DG; Sigma) administered at concentrations ranging from 1–7.5 mM over 96 hrs, at which time a Hoechst DNA content assay (Invitrogen) was performed. Following treatment, cells were washed and lysed in MilliQ water and 2 µg/mL Hoechst 33258 stain diluted in TNE buffer (10 mM Tris, 1 mM EDTA, 2 M NaCl, pH 7.4). Fluorescence was evaluated using a Cytofluor series 4000 multiwell plate reader (excitation 350 nm, emission 460 nm) (PerSeptive Biosystems, Framingham, MA). Cell number was standardized to fluorescence for each cell type by comparison with a standard curve of known cell numbers. To determine cell growth in glucose free media, glucose free RPMI and DMEM media supplemented with 110 mg/L pyruvate was added to cells following overnight adherence. Plates of cells were frozen every 24 hrs up to and including the 96 hr time point and Hoechst assays were performed at each time point.

### Oxygen consumption assay

All oxygen consumption assays were performed on the OROBOROS oxygraph (Oroboros, Innsbruck, Austria) at 37°C. Cells were pelleted, resuspended in growth medium, and 3×10^6^ cells were used per experiment at a density of 1×10^6^ cells/100 µL. Freshly harvested cells were added to the oxygraph chambers containing 1.8 mL of KCl medium (80 mM KCl, 10 mM Tris-HCl, 3 mM MgCl_2_, 1 mM EDTA, 5 mM potassium phosphate, pH 7.2). The total O_2_ concentration and flux were recorded at 1 sec intervals throughout the experiment. Once the oxygen concentration stabilized, the basal O_2_ consumption was determined for each cell line and condition, where OROBOROS software was used for data acquisition and analysis.

### Statistical analysis

Data is presented as the mean +/− standard deviation from at least three independent experiments. Statistically significant differences between sample groups were determined using a Student's t-test or ANOVA where applicable, with a p-value≤0.05 considered to be statistically significant (p≤0.05 = *, p≤0.01 = **, p≤0.001 = ***).

How the deposited data were processed for this re-analysis (not part of the article)

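Gene expression was measured with Affymetrix Human Gene 1.0 ST arrays in 2 ovarian carcinoma cell lines, 2008 and 2008-Ets1, with 3 arrays of each, all from cells treated with tetracycline. The mapping of arrays to cell lines and replicates was taken from the sample labels and the paper. The authors corrected the background and normalized the arrays with RMA in R 2.9.2 (package affy) and deposited 1 linear intensity per probe set and array. RMA gives log2 values, and the analysis had been planned for log2 values, so log2 of the deposited intensity was taken first. The deposited table carries no detection call or background level, so signal over background is unknown. A genome build is not given in the sources used here.

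The 50% of the 32321 probe sets with the lowest mean log2 value over the 6 arrays were removed, as the paper's methods describe, with the mean as the measure. The remaining 16160 probe sets were compared between 2008-Ets1 and 2008 with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment, and fold changes are differences of mean log2 values. Calls were made at the paper's thresholds (a fold change of at least 1.45 and an adjusted p of at most 0.001) and at an adjusted p under 0.05 with no minimum fold. The package LPEadj that the paper used was not used here. The local pooled error test was rewritten from its description, with fold changes from group medians and the variance of the median of 3 values, and run as an alternative. Residual SDs had a median of 0.11 on the log2 scale over the tested probe sets. Correlations of log2 values lay between 0.989 and 0.993 for arrays of the same cell line and between 0.977 and 0.980 across cell lines. Tested on simulated data with the levels and spread of these 16160 probe sets and 100 genes changed by each fold, limma called 75% of the genes at 1.45-fold and 100% at 2-fold, with 11 false calls among 186. The rewritten local pooled error test called 84% and 100%, with 112 false calls among 296.

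Gene symbols came from the platform's annotation, updated by Entrez ID to the symbols of RefSeq (assembly GRCh38.p14), where 19128 of the 19158 probe sets with 1 symbol matched. Probe sets with several symbols, or with none in that table, name no gene here. A gene's value is that of its probe set with the highest mean over all 6 arrays. Of 335 genes with more than 1 tested probe set, 2 had probe sets past the test in opposite directions. Of the 54 genes in Tables 1 to 4, 45 were analysed here and 9 were not, and 6 of the 45 lay under the filter and were tested over all probe sets. Chromosome order came from the same RefSeq table, and no coordinates are given.

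The genes named are those of the paper's Tables 1 to 4 and its text, whose values in the paper were known beforehand, the 10 largest rises and 10 largest falls among genes with an adjusted p under 0.05 and non-overlapping arrays, and up to 4 members of each gene list with the largest changes past the test, with further members named where a count is small, chosen after their values were seen. The 38 gene lists were written before the data were examined, except those of Tables 2, 3 and 4. Lists were compared with all other tested genes by camera with a preset inter-gene correlation of 0.01 and with an estimated one, with adjustment over the lists. With the estimated one no list passed, not even the genes of Tables 2 and 4, chosen on these samples (adjusted p = 0.47 each). A list that misses in that setting is therefore not shown to be unchanged. Array and qRT-PCR fold changes were compared over 8 genes by exact permutation. Median fold changes of windows of 50 neighbouring genes were set against 1000 shuffles of gene positions.

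The alternatives were no filter, removal of the lowest 25%, a filter on the maximum, the local pooled error test, the t-test that the paper names for its data in general (the methods' t-test), limma with an intensity trend or a robust prior, the replicate number as a block, a further quantile normalization, centring on the median or on 4 housekeeping genes, fold changes from medians, the mean of a gene's probe sets, leaving out each array in turn, other thresholds, and windows of 25 and 100 genes. The local pooled error test with no filter, the subtraction of the median fold change of the 25 nearest genes on either side, and limma fitted over all probe sets with adjustment over those past the filter, were added after the data were seen. After the subtraction, adjusted p-values were lower even for genes whose fold change hardly moved, such as ENO2 and NLRP2. Counts of genes past the test after it therefore differ from the main counts by more than the subtraction.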

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

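The test of the 12 strongly shifted windows and the subtraction of neighbouring genes were chosen after the data were seen, and so was the reading of 3 tests. For the correlation of adjacent windows, contrasts within a cell line were added to the bounds set beforehand. For the NRF2 targets, without the AKR genes and after the subtraction, the bootstrap interval of the median was held against the bound that the explanation requires (under 0.25), since it reaches below the other bound (0.50).

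The paper does not report on the order of genes along the chromosomes. Of 211 windows of 50 neighbouring tested genes, 52 had a median log2 fold change beyond the range that shuffled gene positions give (-0.20 to 0.23), 36 of them lower and 16 higher in 2008-Ets1 cells. The share depended on the window size, with 43 of 436 windows of 25 genes and 45 of 100 windows of 100 genes beyond the shuffled range. The most extreme windows of 50 genes were the first window of chromosome 2, from FAM110C to GDF7, with a median of -0.79 and 47 of 50 genes lower, and a window of chromosome 16, from ZNF19 to GSE1, with a median of 0.59 and 41 of 50 genes higher. A trend of the fold change with the signal level does not account for this, as 50 windows remained beyond the range once the trend was removed. Regional shifts that vary between arrays of a cell line exist in these data, as contrasts of 1 array against the other 2 of its own cell line show. They had 46 and 58 windows beyond their shuffled range for replicates 1 and 3 of 2008, and 1 to 13 in the other 4. Whether a technical bias causes these shifts was not tested. The window medians of these contrasts correlated with those between the cell lines at -0.09 to 0.09, so they do not follow the pattern between the lines, which leaves open a bias with another pattern in each array. Those windows were shifted by at most 0.20, and 12 windows between the cell lines were shifted by more than double that (0.39), so such a bias does not account for the 12, which lie on chromosomes 2, 3, 5, 9, 16, 17 and X, while for the weaker windows it stays open.

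A candidate explanation for the 12 windows is a difference in copy number between the parental line and the stable line. Over all 211 windows, medians of adjacent windows correlated at 0.70, against 0.12 at the upper end of shuffles, but contrasts within a cell line reached 0.59, so over all windows this correlation does not separate copy number from a bias that varies between arrays. It was not computed for the 12 alone, for which a bias common to the 3 arrays of a cell line also stays open, and DNA was not measured on these arrays.

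NRF2 target genes, a list the paper does not discuss, had a median log2 fold change of 1.23. Of 26 tested members 22 rose and 2 fell (23 and 2 when adjusted over the list alone; camera adjusted p = 3.3e-09, and adjusted p = 0.077 with an estimated correlation). Beside ABCC2 and GPX2, the aldo-keto reductases AKR1C3 (2.84) and AKR1C1 (2.71) rose most, while GCLC (-1.06), a subunit of the first enzyme of glutathione synthesis, and the glutathione reductase GSR (-0.43) fell. Without the AKR genes, whose probe sets could cross-hybridize, the median of the other 22 was 0.91 (bootstrap 95% interval 0.40 to 1.35), and after subtraction of the median fold change of neighbouring genes it was 1.15 (0.47 to 1.37; camera adjusted p = 9.3e-10, and 0.070 with an estimated correlation) over all 26, so neither accounts for the rise as a whole. Ets-1, Zeocin and the derivation of the stable line stay open, since they coincide in these arrays.

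Other lists that the paper does not discuss also stood apart from the remaining genes by camera at the preset correlation, and none of them with an estimated correlation (adjusted p between 0.22 and 0.67). Mitochondrial protein import had a median of -0.33, with 14 of 27 genes lower, TIMM22 (-1.06) and DNAJC19 (-0.95) the most, and 6 higher (16 and 6 when adjusted over the list alone). After subtraction of neighbouring genes 13 were lower and 2 higher. TIMM22 was then at -0.30 and DNAJC19 at -0.41, both still past the test, and TOMM40 (-0.60) fell more. With no filter, 13 were lower and 0 higher with limma, while 6 were higher at an unadjusted p under 0.05 and 2 with the local pooled error test. Cholesterol synthesis had a median of 0.34, with 13 of 19 genes higher, MSMO1 (1.09) and MVD (1.03) the most, and 2 lower (13 and 2 when adjusted over the list alone, 11 and 1 with no filter, and 12 and 1 after subtraction of neighbouring genes). Mesenchymal markers had a median of 0.82 over 8 tested genes, and of 0.27 over all 20 analysed with no filter. Of the 8, 6 were higher, CDH2 (2.97), AXL (2.80) and ACTA2 (2.19) the most, and 0 lower with limma, at an unadjusted p under 0.05 or with the local pooled error test (8 higher when adjusted over the list alone). Leukocyte markers had a median of 1.85 over 4 tested genes, of which 3 rose, and of 0.03 over all 16 analysed with no filter, where the list did not stand apart (adjusted p = 0.26; 0.14 with the lowest 25% removed). PTPRC, the pan-leukocyte marker CD45, lay under the filter with a log2 fold change of 0.08.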

How the results depend on the processing

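The counts depended on the test, the filter, the minimum fold and the number of arrays. The count at the paper's thresholds (2275, with 1158 higher and 1117 lower) became 1060 (535 and 525) with no filter, 196 (92 and 104) with the methods' t-test and 831 (429 and 402) at a 2-fold minimum. Leaving out each array in turn gave 1112 to 1690 (561 to 883 higher and 539 to 934 lower), below the full count by more than 1.5 times without any 2008 array or without replicate 3 of 2008-Ets1. With limma fitted over all probe sets but the adjustment made over those past the filter alone, chosen after seeing the data, the count was 1279 (659 and 620), so most of the drop with no filter came with the fit and a smaller part with the adjustment over more probe sets. A higher minimum fold can only lower the count, and leaving out an array leaves fewer samples, while the cause of the drop with the methods' t-test was not tested. In the remaining settings the count lay between 1660 and 3235, the highest with the local pooled error test and no filter, chosen after seeing the data. The share of lower calls was 44.8% to 53.1% in the settings that kept all arrays. With an adjusted p under 0.05 the count was 5654 to 6667 without 1 array (2888 to 3493 higher and 2766 to 3373 lower), and at the paper's thresholds the share of lower calls was 45.2% to 55.3%. The log2 fold change of ETS1 was 3.59 to 3.89 without 1 array, the correlation with qRT-PCR 0.969 to 0.988 as signed folds and 0.984 to 0.987 on the log2 scale, and the number of shifted windows 48 to 57. The lower electron transport chain genes numbered 25 to 30 (2 to 3 higher), with a median of -0.22 to -0.14, the lower complex I subunits 12 to 14 and the lower complex III subunits 3. With an estimated correlation the electron transport chain list (-0.17, estimated correlation 0.28 over 71 genes) lost its call. NRF2 targets (0.0014) and mesenchymal markers (-0.0042), with correlations under the preset 0.01, lost their calls too. So the correlation's size alone is not the cause, which was not tested. No list passed this way, so the loss decides nothing. After subtraction of neighbouring genes, chosen after seeing the data, 5 complex III subunits were lower. Adjusted p-values were then lower even for genes whose fold change hardly moved, such as ENO2 and NLRP2. The rise from 3 therefore cannot be put down to the subtraction alone.

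The replicate numbers are not stated to pair the arrays. Deviations of same-numbered arrays from their group means correlated at 0.29 for replicate 1, 0.06 for replicate 2 and -0.05 for replicate 3. Whether the arrays of replicate 1 share more than a number was not tested and stays open. With the replicate number as a block, the count at the paper's thresholds was 1854, of which 1772 were also called without it.

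Of the genes named, RBKS lost its call with the local pooled error test and MRPS12 and NDUFS4 with the methods' t-test. After subtraction of neighbouring genes, chosen after seeing the data, NDUFA1 (-0.21), NDUFB5 (-0.06), NDUFS4 (-0.17), DLAT (-0.14), PDHX (-0.16), CAT (-0.07), EHHADH (-0.01), RPS7 (-0.11), RPL32 (0.15) and ATP6V1G1 (0.11) lost theirs, and ATP6V1C2 (0.12) and GPX8 (0.04) turned sign and lost theirs. The fold changes of these genes were nearer to 0 after the subtraction. The adjusted p also moved where the fold change hardly did. For ENO2 (1.31 before and after) it went from 1.1e-05 with limma to 2.5e-07. For NLRP2 (-4.51 and -4.52) it went from 3.0e-07 with limma to 5.0e-10. The p-values after the subtraction therefore differ from the main ones by more than the fold change, and the reason was not tested. The housekeeping gene ACTB had a log2 fold change of 0.20 after the subtraction (adjusted p = 0.029). In the other settings with a test per gene, each gene named by the rule that was tested kept its direction and its side of the threshold. The filter also moved medians. With no filter they were 0.05 for galactose and glycogen metabolism, 0.20 for fatty acid synthesis, 0.19 for glutathione peroxidases, 0.27 for mesenchymal markers, 0.03 for leukocyte markers, -0.11 for fibroblast markers and -0.13 for complex IV, each nearer to 0 than over the genes past the filter. Medians of some lists changed sign, none of them past the camera test in either setting. With no filter these were the pyruvate dehydrogenase complex (0.0025), peroxiredoxins and related enzymes (-0.014), matrix targets of Ets-1 (-4.8e-05), the ETS family (-0.045) and interferon response (0.033). With the lowest 25% removed they were the pyruvate dehydrogenase complex (0.0025), peroxiredoxins and related enzymes (-0.014), the ETS family (-0.045), interferon response (0.028) and endothelial markers (-0.026). With the filter on the maximum they were matrix targets (-0.24), interferon response (0.019) and epithelial markers (0.037), and with the local pooled error test the ETS family (-0.085). A further quantile normalization turned complex II (0.0090), epithelial markers (5.0e-04) and endothelial markers (-0.0014), and housekeeping centring interferon response (0.016) and epithelial markers (0.0018). Subtraction of neighbouring genes turned glycolysis (0.093), the ETS family (-0.045), endothelial markers (-0.058) and the housekeeping genes (0.13). Without 1 array the medians ranged from -0.024 to 0.022 for the ETS family, -0.064 to 0.032 for interferon response, -0.0022 to 0.065 for cytosolic ribosomal proteins, -0.082 to 0.050 for epithelial markers, -0.081 to 0.14 for endothelial markers and -0.048 to 0.27 for matrix targets. The cause was not tested. After subtraction of neighbouring genes, chosen after seeing the data, the citric acid cycle lost its camera call (adjusted p = 0.075), and mitochondrial ribosomal proteins (0.040), glutathione peroxidases (0.016), hypoxia targets (0.041) and p53 targets (0.0064) gained one, each at the preset correlation and none with an estimated one (adjusted p between 0.47 and 0.62). Camera calls that the other settings ended or added stand beside the lists. Signal over background is not given, so it is unknown how far the falls of genes near the lowest intensities are limited by it.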

Differences from the paper's values

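For complex I, the paper gives 11 down-regulated subunits, and 5 of the 34 subunits tested here passed a fold change of 1.45 and an adjusted p of 0.001. The paper states these thresholds for its changed genes, and does not restate any beside its count of subunits. Over the alternatives set before the data were examined this count lay between 0 and 6, and none brought it within 1.5 times the paper's count. At an adjusted p under 0.05 with no minimum fold, 15 subunits were lower.

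For complex III, the paper gives 3 down-regulated subunits, and 1 of the 8 tested here, UQCRQ, passed both thresholds. The count was 2, within 1.5 times the paper's, with the local pooled error test, with limma and an intensity trend, and with the mean of a gene's probe sets, and 0 or 1 under the other alternatives set before the data were examined. At an adjusted p under 0.05 with no minimum fold, 3 subunits were lower. Of the paper's 3 genes in Table 4, 2 were analysed here.

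The paper's total of 3,131 changed genes stands beside 2275 probe sets here, of which 1117 were lower. Both counts of probe sets are within 1.5 times the paper's counts of changed and of lower genes, the lower ones only just, while the 1894 gene symbols among the 2275 are not. The total was no longer within 1.5 times with no filter (1060), with the lowest 25% removed (1660), with the methods' t-test (196), with the replicate number as a block (1854), at a 2-fold minimum (831) and without any 1 of the arrays (1112 to 1690). The count of lower ones was not under any of these (525, 810, 104, 910, 402 and 539 to 934), nor with the filter on the maximum (1092), housekeeping centring (1000) or fold changes from group medians (1095). The paper states that most of the changed genes were lower, and the share here was 49.1%. The share of called genes that were lower was above 50% with the local pooled error test (50.1%), the methods' t-test (53.1%), median centring (51.0%), without replicate 1 of 2008-Ets1 (55.3%) and at an adjusted p under 0.05 with a 1.45-fold minimum (51.1%), and with the local pooled error test and no filter, chosen after seeing the values (50.7%). The local pooled error test gave 2837 in all, and with no filter, a combination chosen after seeing the values, 3235, of which 1640 were lower.

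The fold changes in Tables 1 to 4 did not differ from those computed here by more than the replicate SD in any of 49 entries. They are close to ratios of group medians, since 48 of the 49 entries lay within 0.03 of that ratio, while fold changes here are from group means (13.3 for ETS1 against the paper's 12.70). The genes CYC1, NDUFA1, NDUFS4 and ATOX1, which the paper lists as changed, had adjusted p-values of 0.0018, 0.0027, 0.012 and 0.0013 from limma, above the paper's threshold of 0.001, and all 4 were at most at 0.001 with the local pooled error test, and CYC1, NDUFA1 and ATOX1 also with an intensity trend and with the mean of a gene's probe sets. Another 6 genes of the tables (MMP13, GALM, APOBEC3G, ALOX12, SELENOP and AOX1) lay among the 50% of probe sets with the lowest mean. With no filter MMP13 and AOX1 passed both thresholds, with the lowest 25% removed GALM did as well, and MMP13 also did with the filter on the maximum and without replicate 1 of 2008-Ets1.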

Other observations

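The subtraction of neighbouring genes was chosen after the data were seen, and so was the reading of its bootstrap intervals against the bounds that the explanations require.

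In several gene groups outside the paper's tables, genes passed the test in both directions. Of 22 tested hypoxia (HIF-1) targets, 11 rose and 3 fell (12 and 3 when adjusted over the list alone), with INSIG2 (0.99) and the glucose transporter SLC2A1 (0.72) rising most after BNIP3, and NDRG1 (-0.74) falling. Camera gave an adjusted p of 0.071 (0.67 with an estimated correlation, 0.026 with no filter, 0.038 with the lowest 25% removed and 0.039 without replicate 3 of 2008-Ets1). Of 23 tested p53 targets, 13 rose and 2 fell (13 and 4 when adjusted over the list alone, 13 and 1 with no filter). The DNA polymerase POLH (0.95), XPC (0.92) of nucleotide excision repair and the death receptor FAS (0.82) rose, and TP53I3 (-0.88) fell, with a camera adjusted p of 0.057 (0.67 with an estimated correlation, 0.022 with no filter, 0.032 with the lowest 25% removed and 0.037 without replicate 3 of 2008-Ets1). After subtraction of neighbouring genes POLH was at 0.82, XPC at 0.71, FAS at 0.68 and TP53I3 at -0.31, each still past the test. Zeocin, in which 2008-Ets1 cells alone were kept, breaks DNA. Of 34 cell cycle genes, 11 fell and 6 rose (12 and 6 when adjusted over the list alone, 8 and 3 with no filter, and 11 and 3 after subtraction of neighbouring genes). The ribonucleotide reductase subunit RRM2 (-1.18) and cyclin E1, CCNE1 (-0.73), fell, while thymidylate synthase, TYMS, rose by 4.68-fold, and the list did not stand apart (camera adjusted p = 0.14). Of 20 interferon response genes, 6 rose and 6 fell (6 and 6 when adjusted over the list alone), with BST2 (-2.63), IFIT1 (-1.19) and IFITM1 (-1.09) falling and IFI6 (0.95) rising (camera adjusted p = 0.58). Of 22 genes of the ATF4 stress response, 6 rose and 6 fell (6 and 6 when adjusted over the list alone), among them SLC7A11 (1.32), DDIT3 (-0.95) and ASNS (-0.88) (camera adjusted p = 0.78).

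Of 73 mitochondrial ribosomal protein genes, 28 fell and 14 rose (29 and 15 when adjusted over the list alone, 20 and 9 with no filter, and 25 and 7 after subtraction of neighbouring genes), with MRPL1 (-1.26) and MRPL47 (-0.86) falling most (median -0.05, camera adjusted p = 0.20, 0.90 with an estimated correlation, and 0.040 after the subtraction, where an estimated correlation gave 0.62). MRPL1 was at -1.46 and MRPL47 at -0.36 after the subtraction, both still past the test. Of 45 cytosolic ribosomal protein genes, 11 rose and 6 fell (10 and 6 when adjusted over the list alone), from RPS7 (-0.93) to RPS29 (1.98), against 4 and 5 with no filter and 2 and 2 after subtraction of neighbouring genes, where RPS7 (-0.11, adjusted p = 0.34) no longer passed (median 0.03, camera adjusted p = 0.78). Of 21 epithelial markers, 7 rose and 6 fell (7 and 7 when adjusted over the list alone), among them CLDN4 (1.39), CDH3 (0.94), JUP (-0.94) and ST14 (-0.88), with a median of -0.03, a mean of 0.02 and camera pointing down (adjusted p = 0.98). Of 5 tested fibroblast markers, COL5A2 (-4.16) and COL1A1 (-0.60) fell and FBLN1 (0.29) rose (1 higher and 2 lower also when adjusted over the list alone; camera adjusted p = 0.14, 0.76 with an estimated correlation, and 0.041 with the local pooled error test). Of 2 tested endothelial markers, 0 passed the test with limma, at an unadjusted p under 0.05 or with the local pooled error test (camera adjusted p = 0.996). Of 9 tested matrix and angiogenesis targets of Ets-1, MMP14 (1.15), PLAU (1.08) and PLAUR (0.81) were the largest of 4 rises, and ITGA5 (-1.12) the largest of 4 falls (5 and 4 when adjusted over the list alone; camera adjusted p = 0.79).

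The paper examined Ets-2 and PEA3 as proteins. Of their mRNAs on these arrays, ETS2 had a log2 fold change of -0.35 (adjusted p = 0.0027 from limma) and ETV4, which encodes PEA3, of -0.52 (adjusted p = 0.0025). Of 16 tested genes of the ETS family, 3 rose, ETS1, ELK3 (0.99) and ELF1 (0.45), and 6 fell, EHF (-0.88) the most (3 and 6 when adjusted over the list alone). Their median was 0.02 and their mean 0.16, while camera pointed down (adjusted p = 0.78). ELF1 and ETS2 were named after their values were seen.

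Of the 14 genes of Table 4 tested, 5 (35.7%) lie on the X chromosome, which holds 2.94% of the 11207 tested genes with a position (Fisher's exact test, two-sided, p = 3.4e-05). The X chromosome's 329 tested genes had a median log2 fold change of -0.30, with 78.4% below 0. Among all 71 subunit genes of complexes I to V, 3 lie there (4.23%, Fisher's exact test, p = 0.47). Whether such regional shifts could carry the lower electron transport chain genes was tested by subtracting the median fold change of the 25 nearest tested genes on either side. The median of the 71 genes was then -0.22 (bootstrap 95% interval -0.28 to -0.17), against -0.17 before, with 39 lower and 3 higher, so the shifts do not account for that median. The camera adjusted p was then 7.5e-05 at the preset correlation and 0.60 with an estimated one (0.67 before the subtraction). No list passed with an estimated correlation, before or after the subtraction, so that setting cannot decide whether this one stands apart. Why none passed was not tested. The median of the 14 genes of Table 4 went from -0.64 to -0.41 (bootstrap 95% interval -0.66 to -0.29), with 11 lower. That value lies past the bound set against the shifts (-0.40), in a test chosen after the data were seen. But the study chose these genes on these samples for their fall, which by itself places them below their neighbours. It is therefore open whether the shifts carry the fall of these genes. Variation between arrays that the list's genes share stays open. The gap between the nearest arrays of the 2 cell lines in the mean over the 71 genes was 0.12 on the log2 scale, and the range within a cell line reached 0.13.

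With the arrays grouped as 2008 and 2008-Ets1, 2275 probe sets passed the paper's thresholds, and the highest count in any other split of the 6 arrays into 3 and 3 was 0. There are 10 such splits, of which 1 gave a count as large, the real one, and 10 splits are too few for a share under 0.05.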
